# Epilepsy-Associated UBE3A Deficiency Downregulates Retinoic Acid Signalling Pathway

**DOI:** 10.3389/fgene.2021.681295

**Published:** 2021-04-28

**Authors:** Meimiao Fang, Yali Li, Jin Ren, Ronggui Hu, Xiaobo Gao, Liang Chen

**Keywords:** UBE3A, RA signalling pathway, RARα, coactivator, Angelman Syndrome

## Abstract

Ubiquitin-protein ligase E3A (UBE3A) has dual functions as a E3 ubiquitin-protein ligase and coactivator of nuclear hormone receptors. Mutations or deletions of the maternally inherited UBE3A gene cause Angelman syndrome. Here, we performed transcriptome profiling in the hippocampus of *Ube3a^*m*+/p+^* and *Ube3a^*m–/p*+^* mice, and determined that the expression of the retinoic acid (RA) signalling pathway was downregulated in Ube3a-deficient mice compared to WT mice. Furthermore, we demonstrated that UBE3A directly interacts with RARα and may function as a coactivator of the nuclear receptor RARα to participate in the regulation of gene expression. Loss of UBE3A expression caused the downregulation of the expression of RA-related genes, including *Erbb4, Dpysl3, Calb1, Pten*, and *Arhgap5* in Ube3a^*m–/p*+^ mice brain tissues. This work revealed a new role for UBE3A in regulating retinoic acid (RA) signalling downstream genes and hopefully to shed light on the potential drug target of AS.

## Introduction

The UBE3A (also known as E6AP) gene is located on the proximal arm of the 15th chromosome at the q11–q13 site in humans (Kishino and Wagstaff, 1998). The UBE3A gene encodes three isoforms: UBE3A-isoform I, UBE3A-isoform II, and UBE3A-isoform III. UBE3A exerts two independent functions *in vivo*, with the HECT domain mainly functioning as a ubiquitin ligase, with LxxLL motif as a nuclear receptor coactivator (Khan et al., 2006; Wang et al., 2017). The LxxLL motif is a highly conserved signature sequence that binds nuclear receptors to activate gene expression. UBE3A is biallelically expressed in most tissues except nerve tissues, where it is imprinted with maternal allelic expression (Yamasaki et al., 2003). In most neurons, UBE3A is expressed only from the maternal allele, while the paternal allele is epigenetically silent (paternal imprinting) (Albrecht et al., 1997). Researchers have identified loss-of-function mutations of maternal UBE3A in 8% Angelman syndrome (AS) cases (Maranga et al., 2020). Angelman syndrome prevalence ranges from approximately 1 in 12,000 to 1 in 20,000 (Buiting et al., 2015). The behavioural characteristics of AS include intellectual disability, seizures, short attention span, excessive exercise behaviour, sleep disturbance, happy disposition and fascination with water (Williams et al., 2006; Tan et al., 2011; Gu et al., 2019).

All-*trans* retinoic acid (RA) is the active metabolite of vitamin A, which regulates the expression of many different genes in embryonic and adult organisms (Ross et al., 2000). RA can activate or repress transcription of key developmental genes, regulates the expression of many different genes in embryonic and adult organisms. At present, more than 600 genes have been reported to respond to RA (Balmer and Blomhoff, 2002; Savory et al., 2014). RA activates gene transcription by interacting with a transcription factor complex that includes RA receptor (RAR) and retinoic acid X receptor (RXR) heterodimers (Mark et al., 2006). The RAR superfamily members include RAR alpha, RAR beta, and RAR gamma; and RXRs superfamily includes RXR alpha, RXR beta, and RXR gamma in mammals. The heterodimer binds to the RARE (RA responding element) sequence and recruits a series of corepressors (NCoR and SMRT) to repress gene transcription in the absence of RA (Bastien and Rochette-Egly, 2004; Balmer and Blomhoff, 2005; Amann et al., 2011). To activate gene expression, RAR-RXR must change the structure of suppressed chromatin in the presence of RA and then dissociate from the corepressor and recruit coactivator to promote the binding of the transcription complex in the promoter region (Egea et al., 2001). RAR alpha (RARα) is commonly found in embryonic and adult tissues, and the *RARα* gene is located on chromosome 17q21. RARα is involved in regulating cell differentiation, embryonic development, vision formation, metabolism and many other life processes. RARα plays a key role in the adult brain, participating in the homeostatic control of synaptic plasticity, which is essential for memory function (Zhu et al., 2010; Bosch et al., 2012; Goncalves et al., 2013).

In our study, we performed RNA-seq on the hippocampus of UBE3A maternal deficient mice and found that loss of UBE3A expression affected many genes involved in the RA signalling pathway, which disruption led to dysregulate of development of many organs and nervous system signalling pathways. We further demonstrated that UBE3A regulates RARE-luciferase expression as a coactivator of the nuclear receptor RARα and directly interacts with RARα. Moreover, loss of UBE3A expression led to dysregulation of *Erbb4, Dpysl3, Calb1, Pten, Arhgap5*. Our results reveal the novel role of UBE3A in the regulation of RA signalling and provide insight into potential therapeutic targets for Angelman syndrome.

## Materials and Methods

### GeneMANIA

GeneMANIA^1^ is a website that provides information about protein and genetic interactions, coexpression, pathways, colocalization, and protein domain similarity of the submitted genes (Warde-Farley et al., 2010). GeneMANIA generates a list of genes with similar functions to the query gene and constructs an interactive functional-association network to illustrate relationships between genes and datasets.

### Cell Culture and Transfection

HEK-293T (Life Technologies), SH-SY5Y (ATCC), H1299 (ATCC), and mouse embryonic fibroblast (MEF) cells were maintained in DMEM (Corning) supplemented with 10% FBS (Gibco) and 50 μg/mL penicillin/streptomycin (Life Technologies). MEF cells were isolated at embryonic day 11.5. All cells were cultured in a humidified 5% CO_2_ air incubator at 37°C. Plasmid transfections into SH-SY5Y cells and HEK-293T cells were achieved with polyethylenimine (PEI) (Sigma-Aldrich, United States). H1299 cells were transfected with Lipofectamine 2000 (Life Technologies, United States) according to the manual.

### Plasmid Construction

Briefly, restriction enzyme digestion and ligation reactions (NEB) were performed using traditional cloning methods. In this work, human *UBE3A* (iso1 unless otherwise indicated) and *RARα* were used as the initial templates, and the indicated plasmids were constructed on different backbones. Point mutations of the indicated plasmids were generated by site-directed mutagenesis. The following plasmids were constructed in this work: pGEX4T-1-UBE3A-GST, pCDNA3.0-Flag-UBE3A, pCDNA3.0-Myc-UBE3A, pCDNA3.0-Myc-UBE3A(iso2), pCDNA3.0-Myc-UBE3A(iso3), pCDNA3.0-Myc-UBE3A-C843A, pCDNA3.0-RARα-HA, pRK5-His6-UB, pCDNA3.0-Myc-UBE3A-L260A/V261A(L1A), pCDNA3.0-Myc-UBE3A-L412A/L413A(L2A), pCDNA3.0-Myc -UBE3A-V457A/L458A(L3A), pCDNA3.0-Myc-UBE3A-L513A/V514A(L4A), pCDNA3.0-Myc-UBE3A-L665A/L666A(L5A), and pCDNA3.0-Myc-UBE3A-L260A/V261A/L412A/L413A/V457A/L458A/L513A/V514A/L665A/L666A(LA).

### Reagents

All-*trans-*retinoic acid was obtained from Sigma-Aldrich (R2625).

### RNA Sequencing

RNA samples were extracted from the hippocampal tissues of 6- to 8-week-old mice using an RNA simple total RNA kit (Tiangen, China) and were subjected to high-throughput sequencing. The minimum clean data size of each group was 6 GB.

### Luciferase Assay

To generate the pGL4.22-RARE luciferase construct, 3 × RARE (retinoic acid responsive elements) was cloned into the pGL4.22 vector (Promega). RARE-specific luciferase reporter assays were performed using VP-SFM (Gibco). After treatment with 1 μM RA for 8 h, the total luciferase activities of the cultured cells were measured following the manufacturer’s instructions (Promega).

### Quantitative Real-Time PCR (qPCR)

Total RNA was extracted using the RNA simple Total RNA Extraction Kit (DP-419, TIANGEN), and then total RNA was reverse transcribed into cDNA using ReverTra Ace qPCR RT Master Mix with gDNA Remover (FSQ-301, TOYOBO). Cham Q Universal SYBR qPCR Master Mix (Vazyme, China) was used to perform RT-qPCR. 

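The primer pairs for *Ube3a*, *Erbb4*, *Dpysl3*, *Calb1*, *Arhgap5* and *Gapdh* were matched to the mouse transcripts of GENCODE M21, which is placed on GRCm38; the paper's text does not name the authors' genome build. These primers matched coding sequence, and exons are numbered in 1 annotated transcript that holds both primers of the pair. The *Ube3a* primers ATCCCAGTCTGAGGACATTGA and GCACAAAACTCATTCGTGCAG lie in exon 4 (chromosome 7, 59247185 to 59247205) and exon 5 (59272019 to 59272039), bound a product of 126 bp, and match 8 of the 18 annotated *Ube3a* transcripts. The product of *Erbb4* is 166 bp, with the forward primer across the junction of exons 2 and 3 and the reverse primer in exon 3 on chromosome 1. The *Dpysl3* pair gives 221 bp from exons 2 and 3 on chromosome 18, and the *Calb1* pair 130 bp from exons 1 and 3 on chromosome 4. Both *Arhgap5* primers lie in exon 2 on chromosome 12 (52516427 to 52516447 and 52516608 to 52516628), so that the product of 202 bp crosses no intron. The *Gapdh* product of 95 bp starts across the junction of exons 2 and 3 on chromosome 6.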

All primers in this work are shown in Supplementary Table 6. The relative expression values of selected genes were calculated using the 2^–Δ^ ^Δ^ ^*Ct*^ method and normalized to the *Gapdh* relative expression values.

### Immunofluorescence

Brains were obtained from 8-week-old mice, fixed with 4% paraformaldehyde, and immersed in PBS supplemented with 30% sucrose (Sigma-Aldrich, United States) until setting. Coronal sections of the brain were obtained using a Lecia CM3050 S Research Cryostat (Leica Biosystems). The brain slices were treated with 0.3% Triton X-100 for 15 min at room temperature and then blocked with 3% normal goat serum (Boster, China). Ube3a and Erbb4 were visualized by staining with rabbit monoclonal Ube3a (7526S, CST, 1:200 dilution) and mouse monoclonal Erbb4 (sc-8050, Santa Cruz, 1:50 dilution) primary antibodies, followed by FITC-conjugated rabbit secondary antibody and Cy3-conjugated mouse secondary antibody, respectively. The brain sections were counterstained with DAPI for nuclear staining. Fluorescent images were obtained using an Olympus FV1200 confocal microscope (Olympus).

### Co-immunoprecipitation Assay

HEK-293T cells with endogenous or exogenous protein expression were lysed in Co-IP buffer (50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 5 mM EDTA, 1% NP-40) with proteasome inhibitor cocktail (Roche, Switzerland). Cell pellets were sonicated and centrifuged at 15,000 rpm for 10 min at 4°C. The supernatant was incubated with specific antibody beads or protein G agarose beads overnight at 4°C. The beads were washed with Co-IP buffer five times. Then, the recovered beads were boiled in 2 × SDS-PAGE loading buffer, and the indicated antibodies were used for immunoblotting analysis. The primary antibodies were as follows: anti-Flag (F1804, Sigma-Aldrich, 1:2,000 dilution), anti-HA (H6908, Sigma-Aldrich, 1:2,000 dilution), anti-actin (A2228, Sigma-Aldrich, 1:8,000 dilution), anti-UBE3A (sc-166689, Santa Cruz, 1:500 dilution), anti-RARα (ab275745, Abcam, 1:1,000 dilution), anti-GAPDH (sc-32233, Santa Cruz, 1:4,000 dilution), anti-His (66005-1lg, Proteintech, 1:1,000 dilution), anti-Myc (67447-1-lg, Proteintech, 1:1,000 dilution), anti-GST(66001-1-lg, Proteintech, 1:5,000 dilution).

### Ubiquitination Assay

HEK-293T cells transiently transfected with the indicated plasmids were lysed with IP buffer (50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 5 mM EDTA, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate) with a proteasome inhibitor cocktail. The precipitation process was performed as described above. The beads were washed three times with IP buffer and subjected to immunoblotting.

### Expression and Purification of Recombinant Proteins

GST-RARα- and UBE3A-His-tagged proteins were expressed in *E. coli* (BL21) cells. The expression of tagged proteins was induced by incubation with 400 mM IPTG for 16 h at 16°C. The cells were pelleted, lysed in PBS (phosphate-buffered saline) buffer and incubated with glutathione beads (GE, United Kingdom) or Ni-NTA agarose beads (Qiagen, United States) to enrich the respective proteins. The bound proteins were eluted with 20 mM reduced L-glutathione or 300 mM imidazole dissolved in PBS buffer (pH 8.0) and then dialyzed in PBS buffer supplemented with 20% glycerol. The purified proteins were aliquoted and stored at −80°C.

### GST Pull-Down Assay

Purified recombinant GST-RARα and UBE3A-His proteins and Glutathione Sepharose 4B beads (GE) were incubated in 500 μl pull-down buffer (50 mM Tris–HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, 1% NP-40, 1 mM DTT, 10 mM MgCl2) for 2 h at 4°C. The beads were washed three times with pull-down buffer, resuspended in 2 × SDS-PAGE loading buffer and then subjected to western blotting.

### Western Blotting

Total protein was dissolved in SDS loading buffer, boiled for 10 min, and subjected to SDS-PAGE. The proteins were transferred to polyvinylidene difluoride membranes (Millipore, Bedford, MA, United States). The membranes were blocked in 10% fat-free milk for 1 h at RT and incubated with primary antibodies in primary antibody dilution buffer (Beyotime, China) overnight at 4°C. Then, the membranes were further incubated with the corresponding secondary antibody at RT for 1 h and washed three times with TBST. The protein bands were visualized using Quantity One Software (Bio-Rad, United States) after incubation with enhanced chemiluminescence reagent (Millipore).

### Animals

Angelman syndrome (Ube3a^*m*–/p+^) mice were kindly provided by Dr. Zhiqi Xiong, Chinese Academy of Sciences, Shanghai. All mice involved in the study were in the C57BL/6 background (SLAC, China). All animal experiments strictly followed the instructions of the Institutional Animal Care and Use Committee (IACUC) at the Center for Excellence in Molecular Cell Science, CAS.

### Statistical Analysis

Three independent experiments were performed, and the results are expressed as the mean ± standard error of the mean (SEM). Data were compared using unpaired Student’s *t* tests and ordinary one-way ANOVA in GraphPad Prism 8 software (GraphPad Software). A *P* value < 0.05 was considered statistically significant and is indicated as follows: ^∗^*P* < 0.05, ^∗∗^*P < 0.01*, ^∗∗∗^*P < 0.001*, ^****^P < 0.0001.

### Accession Number

The RNA-seq data have been deposited in the Gene Expression Omnibus database at NCBI under accession number GSE168889.

## Results

### Loss of UBE3A Expression Affects the RA Signalling Pathway

As a versatile protein, UBE3A participates in many processes involving in the nervous development and plasticity. However, little mechanistic insight into the role of UBE3A in RA signalling has been revealed. In this work, to determine whether UBE3A is associated with RA signalling pathway, first, the UBE3A regulatory network was constructed using the GeneMANIA web-based utility. A total of 101 genes were identified most related to UBE3A involved in physical interactions, co-expression, colocalization, pathway, genetic interactions, shared protein domains and others (Supplementary Figure 1 and Supplementary Table 1). Meanwhile, we collected 628 RA-targeted genes from the literature (Supplementary Table 3). There were total 12 overlapping genes between UBE3A network and RA-targeted genes (Figure 1B and Supplementary Table 4), indicating UBE3A may play a role in regulation RA signalling pathway. The hippocampus, which is located in the centre of the brain and is of crucial importance in memory regulation, fear condition, anxiety and cognition, is receiving increasing attention in the study of AS (Maranga et al., 2020). Using hippocampal tissues obtaining from Ube3a^*m–/p*+^ mice and Ube3a^*m*+/p+^ mice, we performed whole-genome transcriptome profiling to characterize the differentially expressed genes. 

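Hippocampal RNA from 3 WT (Ube3a m+/p+) and 3 Ube3a m-/p+ male mice aged 6 to 8 weeks was sequenced, with 1 library per mouse. The Ube3a m-/p+ mouse, a model of Angelman syndrome (AS), lacks a functional maternal copy of *Ube3a* and keeps the paternal copy. The values were the numbers of reads (or read pairs) that the authors counted on each gene, listed by symbol, without normalization. The paper's text does not name the aligner, the genome build, the annotation, the counting program or whether the strands were separated. The reads counted on genes numbered 8489652, 8675252 and 7293272 in WT mice 1, 2 and 3, with a median of 8489652. They numbered 8871052, 11314409 and 10520497 in Ube3a m-/p+ mice 1, 2 and 3, with a median of 10520497. These were 39.0% to 41.8% of all the reads listed, and 54.1% to 55.0% were assigned to no gene. The latter need not lie outside genes, since the paper's text names neither the features nor the strands that were counted. Every pair of the 6 libraries differed by more than counting noise, with a chi-square per degree of freedom across genes of 3.95 to 10.1 within the genotypes and of at least 3.78 between them (the mice numbered 1), so no library was a copy of another. After edgeR's filter on low counts, 14445 genes were tested between the genotypes by edgeR's quasi-likelihood test, with TMM scaling and genotype as the only factor. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.2, since Figure 1A plots adjusted P. In the principal component analysis, the first component held 42.4% of the variance. On it WT mouse 1 (-2.29) and Ube3a m-/p+ mouse 1 (-1.43) lay next to each other, between WT mice 2 and 3 (20.2 and 29.6) and Ube3a m-/p+ mice 2 and 3 (-20.5 and -25.6). The mice numbered 1 also lay between the other mice in the relation of expression to the GC content of the longest annotated transcript (GENCODE M21), taken over 14327 tested genes. Across genes, which are not independent replicates, Spearman's rho between GC content and the deviation from the mean of the 6 libraries was 0.0452, -0.505 and -0.571 in WT mice 1, 2 and 3. It was 0.0585, 0.525 and 0.53 in Ube3a m-/p+ mice 1, 2 and 3.

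**Figure D1:**
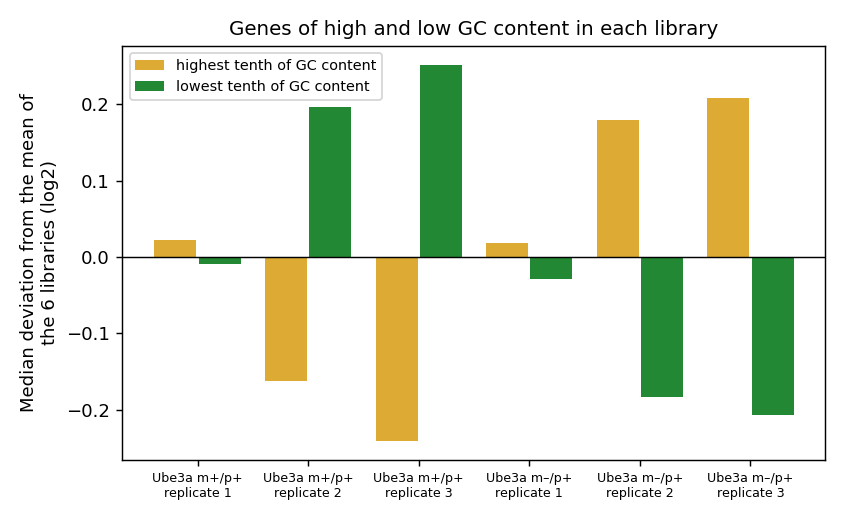
Median deviation of expression (log2) from the mean of the 6 libraries, for the 10% of tested genes with the highest GC content and the 10% with the lowest, in each library. The bars of the high-GC genes run from -0.24 in WT mouse 3 to 0.21 in Ube3a m-/p+ mouse 3, and those of both mice numbered 1 are near 0.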

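The targeted gene, *Ube3a*, was examined first. It lies on chromosome 7 of GRCm38 from 59228750 to 59311536 (GENCODE M21; the authors' build is not named in the paper's text). It had 879, 1221 and 1101 counts in WT mice 1, 2 and 3, and 859, 938 and 848 counts in Ube3a m-/p+ mice 1, 2 and 3. Normalized expression, in TMM-scaled counts relative to library size (CPM), was 131 ± 24.3 CPM (SD, n = 3) in WT mice and 87.4 ± 8.34 CPM (SD, n = 3) in Ube3a m-/p+ mice. The log2 fold change was -0.58 (standard error 0.12, adjusted p = 0.0363, edgeR). Every Ube3a m-/p+ mouse had a lower value than every WT mouse (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow). With each mouse left out in turn, the log2 fold change stayed between -0.73 and -0.48, with adjusted p between 0.000736 and 0.251 (edgeR). The alternative that moved it most was a correction of each library for GC content and transcript length, which gave a log2 fold change of -0.20 (adjusted p = 0.241, edgeR), and -0.19 with the replicate number added as a block (adjusted p = 0.374, edgeR). Exons on the opposite strand overlap those of *Ube3a* over 1803 bp in *Snhg14*, 2025 bp in *Gm44560* and 1796 bp in *9330162G02Rik*. *Gm44560* and *9330162G02Rik* are not listed in the counts, and the paper's text does not say whether the counting used strands.

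**Figure D2:**
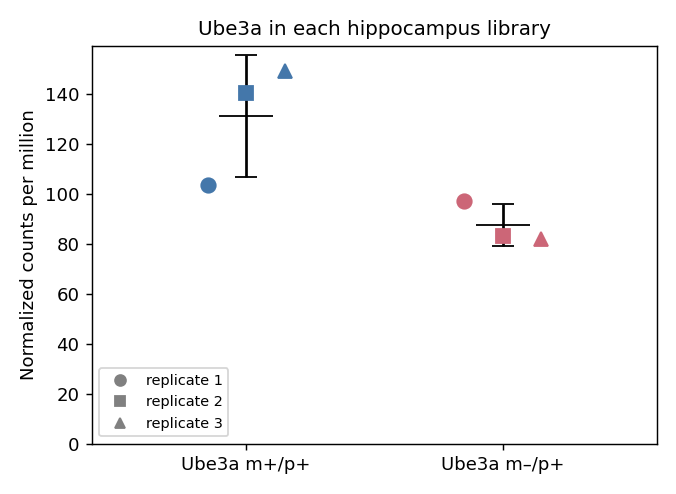
Normalized expression of *Ube3a* (CPM) in each mouse, by genotype, with points for mice, horizontal lines for means and bars for 1 SD. WT mouse 1 (103 CPM) and Ube3a m-/p+ mouse 1 (97.0 CPM) are the nearest of the opposite genotypes.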

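Of the 14445 genes tested, 290 were differentially expressed between Ube3a m-/p+ mice and WT mice, with 147 up-regulated and 143 down-regulated. At an unadjusted p below 0.05 there were 3560 genes. The values of the 2 genotypes did not overlap in 3589 genes (24.8%, against 10% by chance for 3 mice against 3), among them all 290. The number moved most when the unadjusted p was used with the same fold change, to 2832 genes. With 1 mouse left out it ran from 0 genes without WT mouse 2 (2075 at an unadjusted p below 0.05) to 2582 genes without WT mouse 1. With the replicate number as a block, 0 genes were differentially expressed (2422 at an unadjusted p below 0.05). In the deviations from the genotype means, the correlations across genes between mice numbered 1, 2 and 3 were -0.285, -0.177 and -0.311. These values do not test the pairing of the mice numbered 1, since centring on the genotypes turns their shared position on the first principal component into opposite deviations. After the correction for GC content and transcript length, 94 genes were differentially expressed, and 50 of them were among the 290. Of the differentially expressed genes without overlap, the largest rises in log2 fold change were *Klk10* (1.97), LOC114841036 (1.53), *Igfbp6* (1.49), *Mapk15* (1.39) and *Lor* (1.23). The largest falls were *Cdr1* (-1.12), *Serpinb8* (-1.04), *Gm10432* (-0.99), *4930447C04Rik* (-0.90) and *Olfm3* (-0.83). Their adjusted p lay between 0.0241 and 0.0487 (edgeR). After the same correction it was 0.0174 for *Klk10* and 0.0118 for *Igfbp6*, and between 0.0647 and 0.172 for the others with a known GC content (edgeR). *Klk10* rose from 0.904 ± 0.157 CPM (SD, n = 3) to 3.57 ± 0.488 CPM (SD, n = 3), on 130 counts in the 6 libraries. *Igfbp6* rose from 3.61 ± 0.336 CPM (SD, n = 3) to 10.2 ± 2.20 CPM (SD, n = 3). The whole *Cdr1* exon of 1554 bp is covered by *C230004F18Rik* on the opposite strand, and *Gm10432* overlaps *Ttc7b* on the opposite strand over 582 bp, so the reads of these genes are uncertain where the counting did not use strands. *4930447C04Rik* overlaps *Six6* on the opposite strand over 192 bp, and *Six6* had 1 count in the 6 libraries.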

A total of 886 genes were screened with the threshold of significance at *P* < 0.05 and foldchange > 1.2, among which 463 genes were up-regulated and 423 genes were down-regulated in the Ube3a^*m–/p*+^ group compared to WT control group, shown in volcano plot (Figure 1A and Supplementary Table 2). To explore the potential role of RA signalling pathway in Ube3a^*m–/p*+^ mice, we specifically selected the convergent genes both in differentially expressed genes and in the RA-targeted genes. We found that 28 RA-targeted genes are differentially expressed in Ube3a^*m–/p*+^ male mice compared to WT male mice (Figure 1B). 

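Supplementary Table 3 of the paper lists 638 distinct RA-targeted genes, of which 522 matched a gene symbol of the counts exactly and 347 passed the filter on low counts. Among the 347, 10 genes were differentially expressed, with adjusted p between 0.0362 and 0.0466 (edgeR). The 7 that were down-regulated in Ube3a m-/p+ mice were *Cd38*, *Cdh6*, *Dpysl3*, *Eps15*, *Lpl*, *Pdgfra* and *Tgfbr1*, and the 3 that were up-regulated were *Col1a1*, *Lor* and *Sod1*. *Cd38*, *Cdh6* and *Col1a1* are in no panel of the paper and are named after their values were seen. RA-targeted genes made up 3.45% of the differentially expressed genes and 2.40% of the tested genes (odds ratio 1.46, Fisher's exact test, two-sided p = 0.240). The odds of being down-regulated rather than up-regulated were higher for the 10 RA-targeted genes than for the other differentially expressed genes by an odds ratio of 2.46 (Fisher's exact test, two-sided p = 0.213). At an unadjusted p below 0.05 there were 89 RA-targeted genes, 44 lower and 45 higher in Ube3a m-/p+ mice. When p was adjusted over the 347 genes alone, 15 were differentially expressed, 11 of them down-regulated. The number of RA-targeted genes changed most with the unadjusted p and the same fold change, to 67 (32 lower, 35 higher, odds ratio 0.98), and it was 29 with DESeq2. It was 0 with the replicate block, with 62 at an unadjusted p below 0.05 and a mean correlation of -0.257 between the deviations of same-numbered mice, which does not rule out pairing. With the correction for GC content and transcript length it was 3, namely *Dpysl3*, *Pdgfra* and *Sod1*. *Pdgfra* overlaps annotated genes of the opposite strand over 456 and 166 bp.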

The detailed results were displayed in heatmap. 

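The heatmap shows 28 RA-targeted genes, 18 lower and 10 higher in Ube3a m-/p+ mice, and all 28 had that direction in the counts. These genes were selected by the paper from the same libraries. Their log2 fold changes had a size between 0.27 and 0.70, and 27 had an unadjusted p below 0.05. Adjusted over all tested genes, p lay between 0.0362 and 0.469 (edgeR), and 6 genes were differentially expressed, *Lpl*, *Eps15*, *Dpysl3*, *Pdgfra* and *Tgfbr1* with lower and *Sod1* with higher expression. Adjusted over the 28 genes alone, 27 had p below 0.05, which shows no stability for genes chosen this way. With DESeq2 in place of edgeR, 22 of the 28 were differentially expressed, the 4 genes described next among them. *Dpysl3* (chromosome 18 of GRCm38, 43320984 to 43438286) had 72.5 ± 1.07 CPM (SD, n = 3) in WT mice and 51.9 ± 0.376 CPM (SD, n = 3) in Ube3a m-/p+ mice, a log2 fold change of -0.48 (standard error 0.09, adjusted p = 0.0362, edgeR). *Erbb4* (chromosome 1, 68032186 to 69108059) had 45.6 ± 7.85 CPM (SD, n = 3) and 32.05 ± 7.60 CPM (SD, n = 3), a log2 fold change of -0.51 (standard error 0.16, adjusted p = 0.0838, edgeR). *Calb1* (chromosome 4, 15881264 to 15908064) had 125 ± 23.6 CPM (SD, n = 3) and 93.9 ± 3.59 CPM (SD, n = 3), a log2 fold change of -0.41 (standard error 0.12, adjusted p = 0.0632, edgeR). *Arhgap5* (chromosome 12, 52503972 to 52571975) had 100.2 ± 9.03 CPM (SD, n = 3) and 75.3 ± 15.5 CPM (SD, n = 3), a log2 fold change of -0.41 (standard error 0.13, adjusted p = 0.0797, edgeR). Exact permutation tests of the log2 CPM gave a two-sided p of 0.1 for *Dpysl3*, *Calb1* and *Arhgap5* and 0.2 for *Erbb4*. After correction of each library for GC content and transcript length, *Dpysl3* stayed at -0.47 (adjusted p = 0.00688, edgeR), while *Erbb4* (-0.24), *Calb1* (-0.06) and *Arhgap5* (0.03) had adjusted p between 0.285 and 0.915 (edgeR). *Arhgap5* changed its direction. Across the 28 genes, 27 kept their direction after the correction, and the median size of the log2 fold change went from 0.42 to 0.25.

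**Figure D3:**
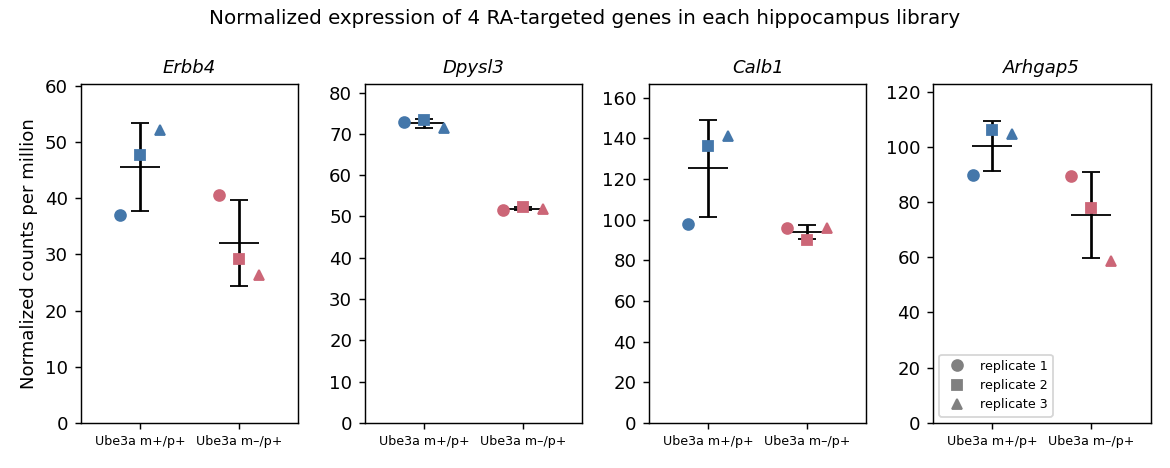
Normalized expression (CPM) of *Erbb4*, *Dpysl3*, *Calb1* and *Arhgap5* in each mouse, by genotype, with points for mice, horizontal lines for means and bars for 1 SD. In *Dpysl3* the mice of each genotype are close together (SD 1.07 and 0.376 CPM), and in the other panels both mice numbered 1 are near each other.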

Compared to Ube3a^*m–/p*+^ mice from WT mice, most genes exhibited lower expression including *Erbb4, Dpysl3, Calb1, Pten, Arhgap5* (Figure 1C). In order to better understand the potential functions of convergent differentially expressed genes, Gene Ontology (GO) enrichment analysis was carried out to assess the involved pathways. Biological process pathway in GO analysis results showed that multiple development pathway was enriched and the locomotory behaviour which abnormal is common AS patients was also enriched (Figure 1D). The results showed that UBE3A is closely related to the RA signalling pathway, and dysregulated RA signalling may play a role in the pathogenesis in AS.

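Every tested RA-targeted gene, differentially expressed or not, entered a test of the set as a whole. The shift of the median log2 fold change of the 347 genes against that of the other tested genes was -0.0085 (limma's camera, inter-gene correlation set to 0.01). Of the 10 splits of the 6 mice into groups of 3, the real one included, 8 gave a camera p as small as the real one, 0.842 (exact permutation test over the splits, p = 0.8, where the smallest possible is 0.1). In Ube3a m-/p+ mice 51.3% of the RA-targeted genes and 49.6% of the other genes had the lower mean. Leaving out Ube3a m-/p+ mouse 1 moved this shift most, to -0.02. With the replicate block it was -0.01, and the correlations of same-numbered mice given with the differentially expressed genes do not rule out pairing. The genes of the RA receptors *Rara*, *Rarb*, *Rarg*, *Rxra*, *Rxrb* and *Rxrg* had log2 fold changes of 0.23, -0.31, 0.10, 0.22, 0.53 and 0.17, with adjusted p between 0.0595 and 0.804 (edgeR). The sign of *Rarg* turned with the correction for GC content and transcript length. *Rarb* overlaps *Top2b* on the opposite strand over 1793 bp, and *Rxrg* had 93 counts in the 6 libraries. Of the UBE3A network in Supplementary Table 1, 89 genes were tested and 2 were differentially expressed, *Cd47* (-0.37) and *Itga4* (-0.62), which were named after their values were seen (odds ratio 1.12, Fisher's exact test, two-sided p = 0.700). Of the 12 genes shared by the network and the RA-targeted list, 10 were tested and none was differentially expressed, while *Ifng* had 0 counts and *Wt1* 11. From the genes shared with the UBE3A network, the convergent differentially expressed genes and their enriched pathways, the paper states a close relation of UBE3A to RA signalling. The paper proposes that its dysregulation takes part in how AS arises.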

**FIGURE 1:**
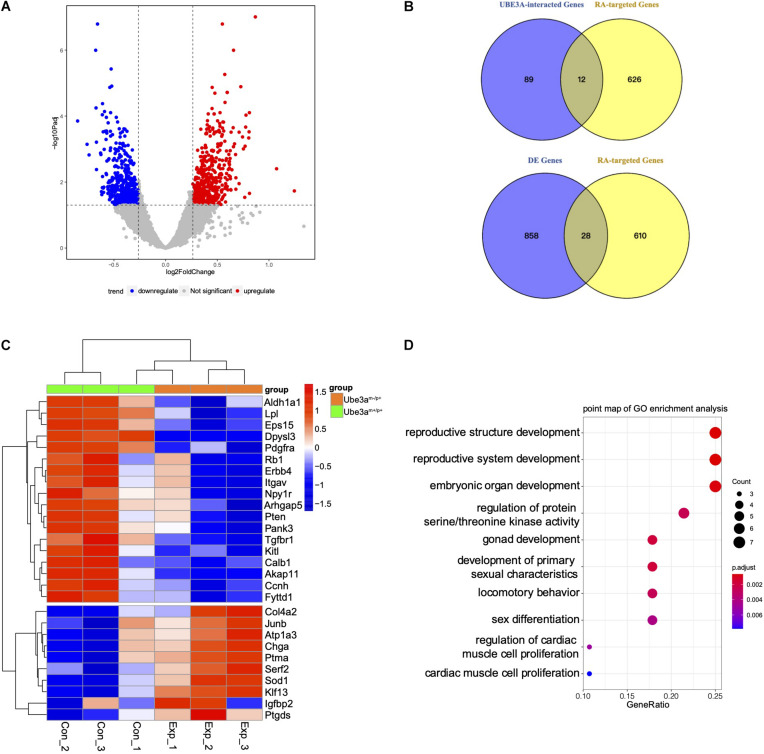
Gene expression profiling in the hippocampus of mice. **(A)** Volcano plot analysis from the hippocampus of Ube3a^*m–/p*+^ mice and Ube3a^*m*+/p+^ mice (Foldchange > 1.2; *P* < 0.05). **(B)** Venn analysis was used for enrichment between the most related to UBE3A and RA-regulated genes or differentially expressed genes. **(C)** Comparison of convergent differential RA-targeted genes expression between Ube3a^*m*+/p+^ and Ube3a^*m–/p*+^ mice. The mean numbers of reads were used. Mouse samples were divided into two groups: Ube3a^*m*+/p+^ mice (*n* = 3) and Ube3a^*m–/p*+^ mice (*n* = 3). **(D)** Enriched Biological Process pathway in GO analysis (*P* < 0.05).

### UBE3A Regulates RARE-Luciferase Reporter Expression as a Coactivator of RARα

Previous gene enrichment analysis and RNA-seq data indicated that the absence of UBE3A may affect the RA signalling pathway. We constructed a RARE-luciferase reporter system to directly detect the transcriptional activity of the RA signalling pathway. In H1299 cells, upon the knockdown of endogenous UBE3A expression, RARE-luciferase activities were significantly inhibited with RA treatment (Figures 2B,C). Using the CRISPR-Cas9 method, we constructed a UBE3A-knockout H1299 cell line to avoid interference from endogenous proteins. There are three isoforms of UBE3A *in vivo*. When all three isoforms were overexpressed in H1299 UBE3A KO cells, the RARE-luciferase results indicated that all three isoforms showed activation with RA stimulation compared to the vector (Figure 2D). Considering that UBE3A acts as a coactivator, we wondered whether the activation effects could increase with increasing protein levels. To this end, increasing doses of UBE3A were overexpressed in H1299 KO cells, and the luciferase results indicated that the activation positively correlated with the protein dosages (Figure 2E).

**FIGURE 2:**
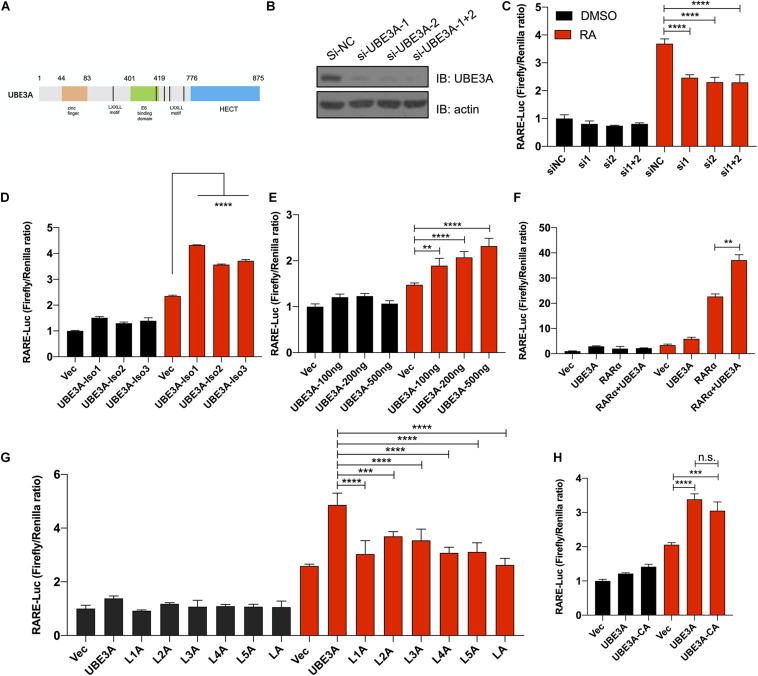
UBE3A acts as a coactivator regulating RARE-luciferase expression. **(A)** Schematic structure of UBE3A protein. UBE3A is an 862-amino acid protein that mainly includes five LxxLL domains, a zinc finger domain and a HECT domain. **(B)** Endogenous UBE3A protein was knocked down upon siRNA treatment. siRNA-UBE3A1, siRNA-UBE3A2 and negative control were transfected into H1299 lung cancer cells, and the protein expression of UBE3A was assessed by western blotting. **(C)** UBE3A knockdown decreased luciferase activities. H1299 cells were transfected with siUBE3As (the indicated siRNA sequences are listed in Supplementary Table 5), and RARE luciferase activities were tested after stimulation with 1 μM ATRA for 8 h. **(D)** All isoforms of UBE3A showed activation of RARE-luciferase activities. H1299-KO-UBE3A cells were transfected with vector or different isoforms of UBE3A and then treated with 1 μM ATRA for 8 h. **(E)** UBE3A could activate luciferase activities in a dose-dependent manner. SH-SY5Y cells were transfected with the indicated dosages of UBE3A followed by 1 μM ATRA treatment for 8 h, and the luciferase ratios were detected. **(F)** UBE3A and RARα showed coactivation of RARE-luciferase activities. H1299-KO-UBE3A cells were transfected with vector, UBE3A, RARα or UBE3A + RARα and then treated with 1 μM ATRA for 8 h. **(G)** Mutant in the LxxLL domain compromised the activation of UBE3A. H1299-KO-UBE3A cells were transfected with the indicated LxxLL mutation (L1A or L2A or L3A or L4A or L5A or LA, labelled in method 2.2) followed by 1 μM ATRA treatment for 8 h. **(H)** The ligase mutant C843A mutant did not affect luciferase activity. Wild-type UBE3A and ligase mutants were overexpressed in H1299-KO-UBE3A cell lines followed by 1 μM ATRA treatment for 8 h. The normalized luciferase activities represent ratios of firefly to Renilla values. The values are expressed as the means ± SEM from at least three independent repetitions. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **(C–H)** one-way ANOVA with Bonferroni *post hoc* test.

Previous studies have demonstrated that UBE3A can act as a coactivator in the hormone signalling pathway (Ramamoorthy and Nawaz, 2008). We hypothesized that UBE3A may act as a coactivator to activate RA downstream genes. The UBE3A protein has five predicted coactivator domains located mainly in the middle region of the protein structure, with the amino acid sequence LxxL/VL (L represents leucine residue, x represents any residue, V represents valine residue) (Figure 2A). RARα is an important receptor of retinoic acid that binds all-*trans* and 9-*cis* RA. Our experiments show that UBE3A regulates RARE-luciferase expression by acting as a coactivator of RARα (Figure 2F). Overall, these results suggested that UBE3A could regulate RA signalling as a coactivator.

Then, to determine the involvement of the putative LxxLL motif in the regulation process, we constructed six different mutants referred to as UBE3A^*L260A/V261A*^, UBE3A^*L412A/L413A*^, UBE3A^*V457A/L458A*^, UBE3A^*L513A/V514A*^, UBE3A^*L665A/L666A*^, and UBE3A^*L260A/V261A/L412A/L413A/V457A/L458A/L513A/V514A/L665A/*^ ^*L*666*A*^. When individual mutant plasmids were overexpressed in H1299-KO-UBE3A cells, the RARE-luciferase results showed that a single UBE3A LxxLL motif mutant could decrease UBE3A coactivator activity compared to the UBE3A wild-type group, with all mutants almost losing activation activity (Figure 2G). UBE3A could function as a ubiquitin ligase; thus, we wondered whether ubiquitin ligase activity was involved in regulating the RA signalling pathway. Therefore, an E3 ubiquitin ligase-dead mutant UBE3A^*C384A*^ was constructed, and the results showed that the luciferase activity was not significantly changed (Figure 2H). Together, these data indicated that UBE3A regulates RA signalling in a LxxLL-dependent and E3 ligase-independent manner.

### Human UBE3A Interacts With Nuclear Receptor RARα

In the RA signalling pathway, RARα is a receptor that responds to retinoid acid and exerts a transcriptional regulatory function (Maranga et al., 2020). We tested whether UBE3A affects the RA signalling pathway through interaction with the nuclear receptor RARα. Coimmunoprecipitation assays showed that both endogenous and ectopically expressed UBE3A and RARα proteins could form a complex in HEK-293T cells with or without RA treatment (Figures 3A,B). To further assess whether UBE3A is directly associated with RARα, we carried out glutathione S-transferase (GST) pull-down assays. When recombinant GST-fused RARα protein was mixed with His-tagged UBE3A protein, UBE3A protein was efficiently pulled down by RARα, which was immobilized on glutathione-agarose beads (Figure 3C). To determine which truncated fragment of RARα interacts with UBE3A, we purified the truncated protein of RARα and found that it mainly binds to RARα-88-153, which is the DNA binding domain of RARα. These data indicate that UBE3A can bind to RARα mainly through the RARα-88-153 domain (Supplementary Figure 2). To further verify whether UBE3A could conjugate ubiquitination modification on RARα, wild-type UBE3A or its E3 ligase-dead mutant (C843A) mutant was ectopically expressed in HEK-293T cells. Immunoprecipitation results showed that UBE3A did not further increase the ubiquitylation level of RARα compared to the vector or ligase-mutant group (Supplementary Figure 2), which correlated with the RARE-luciferase results (Figure 2H). Furthermore, the endogenous RARα protein level remained unchanged upon treatment with different dosages of UBE3A or the proteasome inhibitor BTZ in HEK-293T cells (Figure 3D). Moreover, in MEFs with different Ube3a genotypes, the endogenous Rarα protein level was also almost equal among the groups (Figure 3E). Overall results demonstrated that UBE3A mainly function as a coactivator of RARα rather than E3 ligase to participate regulating in RA signalling pathway.

**FIGURE 3:**
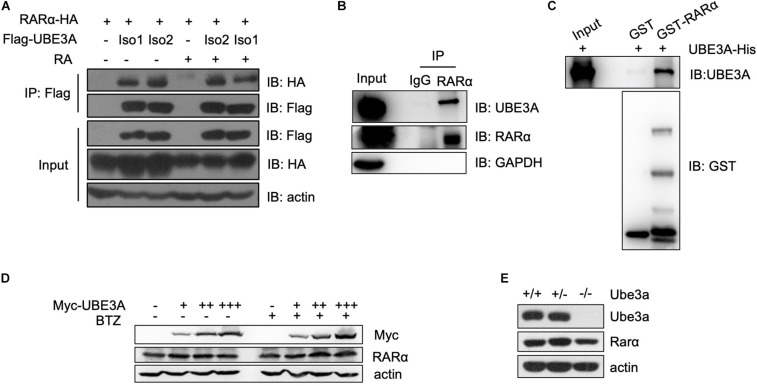
UBE3A directly interacts with RARα. **(A,B)** The interaction of UBE3A and RARα in both endogenous and ectopically expressed HEK-293T cells. Co-immunoprecipitation (Co-IP) was performed for ectopically expressed **(A)** or endogenous **(B)** UBE3A and RARα in HEK-293T cells treated with 1 μM RA or DMSO for 8 h. **(C)** The directly interaction of UBE3A and RARα. GST pull-down assays were performed with GST or GST-RARα and UBE3A-His. **(D,E)** Endogenous RARα **(D)** or Rarα **(E)** remained unchanged upon different dosages of UBE3A **(D)** in HEK-293T cells or Ube3a **(E)** protein levels in MEFs.

### Loss of UBE3A Expression Led to Dysregulation of RA Downstream Genes

Since UBE3A could function as a coactivator to upregulate RA-related signalling pathways, we wondered whether the neuron-related gene expression pattern would change upon the loss of UBE3A expression in Ube3a^*m*–/p+^ mice. Therefore, we intended to measure the expression levels of genes related to the RA signalling pathway which were also involved in developmental progression. In the hippocampus tissue from Ube3a^*m*–/p+^ mice and wild-type mice, real-time qPCR results showed that *Erbb4, Dpysl3, Calb1, Pten, Arhgap5* levels were decreased upon the loss of *Ube3a* expression (Figure 4A). Immunofluorescence analysis of brain slices showed that ERBB4 expression levels were significantly decreased in CA1 region of hippocampus of Ube3a^*m*–/p+^ mice compared to WT mice (Figures 4B,C). Overall, we found that loss of UBE3A expression in the Ube3a^*m*–/p+^ mouse brain could lead to dysregulation of the endogenous RA downstream gene expression pattern. These data demonstrated that UBE3A could interact with the RA receptor RARα in a non-ubiquitinating manner to participate in RA signalling pathway regulation (Figure 4D).

**FIGURE 4:**
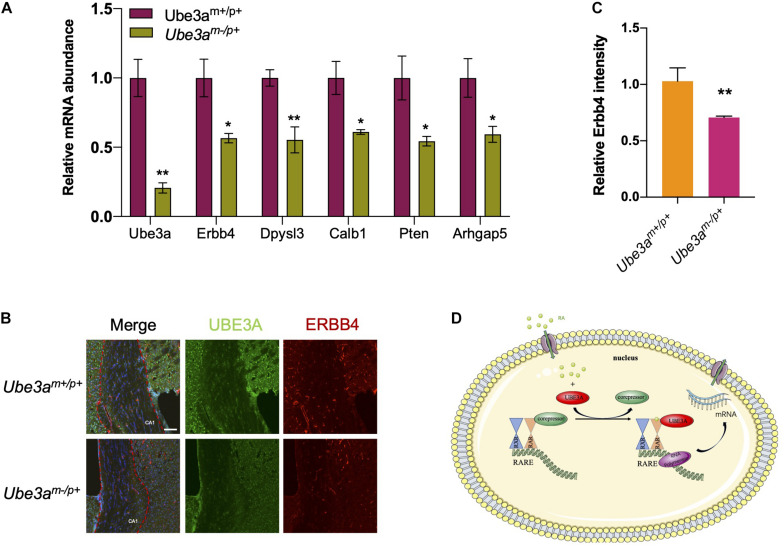
Loss of UBE3A expression leads to the dysregulation of RA-targeted genes. **(A)** Endogenous RA-related genes were reduced in the Ube3a deficient hippocampus. The mRNA levels of target genes were quantitated by real-time qPCR in mouse hippocampal tissues. **(B)** Representative images of Erbb4 staining in hippocampal coronal slices. CA1 region was marked by the red dotted line. Scale bar, 50 μm. **(C)** Quantitated intensities of ERBB4 in the hippocampal region of wild-type and Ube3a deficient mice. **(D)** A working model depicting how UBE3A acts as a coactivator of RARα to participate in the regulation of RA signalling. The values are expressed as the means ± SEM from at least three independent repetitions. *P < 0.05, **P < 0.01, ***P < 0.001. **(B,D)** Unpaired two-tailed *t* test, **(A)** one-way ANOVA with Bonferroni *post hoc* test.

## Discussion

Recent studies have showed that UBE3A was involved in the etiology of many human tumors and neurological diseases (Sell and Margolis, 2015; Vatsa and Jana, 2018; Maranga et al., 2020). In the present of E6 protein, UBE3A (also known as E6AP) could function as E3 ligase and degrade P53 protein leading to occurrence of cervical cancer (Martinez-Zapien et al., 2016). With hyperfunction or overdosage of UBE3A protein, many synaptic proteins were disrupted, thus causing autism in humans (Greer et al., 2010; Lopez et al., 2018; Sun et al., 2019). However, the coactivator function of UBE3A in the Angelman syndrome was little explored. In current study, we found UBE3A could function as a coactivator in RARE-luciferase reporter assay (Figure 3), confirmed by the network overlap of UBE3A and RA signalling (Figure 1C).

In the broader literature, there is increasing researches showing that disrupted RA signalling pathway might be associated with neurological diseases. Retinoic acid (RA) is a metabolite of retinol (vitamin A), functions as a ligand for nuclear RA receptors (RARs) that regulate development of chordate animals (Ghyselinck and Duester, 2019). RARα is expressed in many tissues and organs and is involved in embryonic development and many other life processes. In current study, we demonstrated that UBE3A could directly interacts with RARα, and facilitate the gene expression regulated by RARα. The protein stability of RARα is rather stable as it stayed almost unchanged upon BTZ treatment (Figure 3D). In one way, it showed that RARα is ready to response to any stimuli efficiently. In another way, it might suggest that RARα might form a complex and undergo other pathway to achieve the protein turnover. Upon loss of UBE3A, the neural development related gene expression levels were compromised (Figure 4A). ErbB4 is a member of the EGF receptor (EGFR) family of RTKs, which are activated by neuregulins and other growth factors on the cell membrane. Like other RTKs, ErbB4 contains an extracellular ligand binding domain which connected to the cytoplasmic portion by a single transmembrane (TM) domain. Nuclear ErbB4 can represses transcription of neuronal differentiation genes. Moreover, NRG1-ErbB4 signalling have a role in neuronal migration, axon guidance, glial cell development, axon myelination and axon ensheathment, Synapse formation. It is possible that the decreased expression of ErbB4 disrupts the developmental processes mentioned above to affects the progression of the Angelman syndrome. Perhaps this can provide us with new insights in the treatment of Angelman Syndrome. Researchers may apply the drugs that increase the overall transcription level to up-regulate the expression of target genes in the RA signalling pathway, which may have a therapeutic benefit.

Angelman syndrome is a neurological disease with extremely complicated mechanisms which many pathways were altered including development of nervous system, neurophysiological activity, neuron morphology and other aspects (Sun et al., 2019; Maranga et al., 2020). Angelman syndrome is a neurodevelopmental disease caused by the loss of function of maternal inherited *UBE3A*, while paternal *UBE3A* remains intact (Maranga et al., 2020). Therefore, current mainstream strategy for AS treatment is to activate silent paternal genes, including attempts to reactivate the paternal *Ube3a* allele in mice through gene therapy, using the topoisomerase inhibitor topotecan [12], or using ASOs to interfere with RNA to combat SNHG14 [13]. However, the toxicity and side effects of the drug are non-negligible. At the same time, interfering RNA has a short duration and cannot permanently activate the expression of paternal *UBE3A*, while the safety of gene therapy is still negotiating (Wolter et al., 2020). The lack of effective treatment options highlights the need to understand AS pathogenesis and downstream targets of UBE3A. The answers to these questions may lead to the development of new therapies.

In this work, we used RNA-seq to analyse the differential expression levels of RNA in the hippocampus of UBE3A-deficient mice and WT mice and performed other relevant experiments. The results indicated that UBE3A could act as a coactivator to regulate the RA signalling pathway. When UBE3A was lost, the downstream target gene expression levels were significantly decreased (Figure 4D). Perhaps this finding can provide new insights into the treatment of Angelman syndrome. Researchers may apply drugs that increase the overall transcription level to upregulate the expression of target genes in the RA signalling pathway, which may have a therapeutic benefit.

It is also important to note the limitations of our current research. Our experimental study does not rule out additional mechanisms that UBE3A function as E3 ligase regulating other substrates involving brain development (Greer et al., 2010; Sun et al., 2019). Therefore, the roles of UBE3A would need to be explored in follow-up study.

In summary, our work revealed a novel role of UBE3A in RA signalling regulation. Considering the great potential of chemicals and compounds already in the clinical trial related to RA signalling, our findings might facilitate the development of mechanism-based therapeutics for AS patients in the near future.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO GSE168889.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) at the Center for Excellence in Molecular Cell Science, CAS.

## Author Contributions

LC, XG, and RH designed and supervised the whole UBE3A project. MF and YL performed most of the experiments. JR performed the data analysis. XG and MF drafted the manuscript. All authors read and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

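Gene expression was measured by RNA sequencing in the hippocampus of 3 WT (Ube3a m+/p+) and 3 Ube3a m-/p+ male mice aged 6 to 8 weeks, with 1 library per mouse. The authors deposited counts, the whole numbers of reads or read pairs per gene symbol, in the layout of htseq-count, without normalization and without pooling of replicates. Summary lines give the reads assigned to no gene, the ambiguous reads and the reads with more than 1 alignment. The paper's text does not name the aligner, the genome build, the annotation, the counting program or the strand setting. The mice are the samples of Figure 1, with n = 3 per genotype as its legend states.

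The counts on genes ranged from 7293272 to 8675252 in WT mice and from 8871052 to 11314409 in Ube3a m-/p+ mice. Reads with more than 1 alignment made up 4.15%, 5.61% and 5.77% of all the reads listed in WT mice 1, 2 and 3, and 4.06%, 3.71% and 3.76% in Ube3a m-/p+ mice 1, 2 and 3. The 10 genes with the most counts held 3.21% to 3.44% of the counts of a library. The biological coefficient of variation was 0.102. Male sex was checked by *Xist*, with 2 to 6 counts per library, and *Ddx3y*, with 509 to 603.

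Counts were analysed in R 4.3.3. Genes were kept by edgeR's filterByExpr (edgeR 4.0.16), scaled by TMM and tested by edgeR's quasi-likelihood F test with robust dispersion and genotype as the only factor, two-sided, with Benjamini-Hochberg adjustment over the 14445 genes kept. A gene was differentially expressed at an adjusted p below 0.05 and a fold change above 1.2. The paper's text gives P, and the axis of Figure 1A gives adjusted P. Values per mouse are TMM-normalized CPM. The replicate numbers used as a block come from the sample labels, and the paper's text describes no pairing. Gene lists were the 638 distinct RA-targeted genes, the UBE3A network and the 12 shared genes of Supplementary Tables 3, 1 and 4, and the 28 genes of Figure 1C. Symbols were matched exactly without regard to case, and through synonyms as an alternative, which matched 582 RA-targeted genes. Shares of lists among differentially expressed genes were compared by Fisher's exact test against the genes tested. Shifts of whole gene sets were tested by limma's camera (limma 3.58.1) on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. Single genes were also compared by exact permutation of the mice.

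The alternatives tried were DESeq2 (1.42.0), other scaling factors, no filter and a filter of at least 10 counts in every sample, the replicate number as a block, a correction for GC content and transcript length, both together, leaving out each mouse in turn, an unadjusted p below 0.05, no fold threshold, matching through synonyms and an estimated inter-gene correlation. The correction fitted, in each library, natural splines with 5 degrees of freedom each on the GC content and length of the longest GENCODE M21 transcript (GRCm38) to the deviation from the mean of the 6 libraries, for the 14327 tested genes (99.2%) with a transcript, all 347 RA-targeted genes included. Gene positions are those of GENCODE M21.

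The steps were tested on simulated data, with counts drawn for the real genes and 200 genes changed 2-fold. The edgeR test recovered 94% of these with 7 false calls among 14212 genes, and DESeq2 85% with 5 among 14327. With a GC gradient of the observed kind added between the groups, the edgeR test recovered 88.5% with 474 false calls among 14209 genes, and after the correction 90.5% with 12 false calls. The camera test separated a set of 50 genes raised in the simulation and left a set of 200 unchanged genes above its threshold of 0.05.

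Genes were named by a rule. It covers *Ube3a*, the genes named in the paper's text or shown in Figure 1C, the genes of Supplementary Table 4, the RA receptors, *Gapdh*, *Junb*, *Fos* and *Egr1*, and the 5 largest rises and 5 largest falls among differentially expressed genes without overlap between the genotypes. Some other genes are named because they overlap a named gene on the opposite strand, or as checks of sex (*Xist* and *Ddx3y*). The rest are named only where the text says that they were chosen after their values were seen. Values of some genes covered by the rule are not reported here. Gene Ontology enrichment was not analysed here. The reporter, RT-qPCR, staining and binding experiments were not analysed here, as the counts do not cover them.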

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

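The tests of the ribosomal protein genes against other splits and matched sets, and all tests of the meninges markers, *Klk10* and *Igfbp6*, were chosen only after the result was seen.

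The ribosomal protein genes, which the paper does not discuss, were higher in Ube3a m-/p+ mice. The median log2 fold change of the 76 genes tested was 0.225 above that of the other genes (limma's camera, two-sided, adjusted p = 3.04e-09 over 15 gene sets). It was positive in 64 of the 76, and 10 were differentially expressed. The set means were -0.0757, -0.155 and -0.156 in WT mice 1, 2 and 3 and -0.00177, 0.193 and 0.195 in Ube3a m-/p+ mice 1, 2 and 3, so that 3 of 3 Ube3a m-/p+ mice exceeded every WT mouse. The median of the set stayed positive under every scaling and filter run, from 0.21 with library size only to 0.24 with upper-quartile factors, while the median of all genes stayed within 0.02 of 0. It was 0.12 with the correction for GC content and length, with 50 of the 76 genes higher.

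GC content and transcript length may account for part of this rise, and a genotype effect that itself follows them would look the same. Random sets matched on GC content, length and mean expression (10000 sets) had a middle value of 0.0932, with 95% of them between 0.0564 and 0.144, against 0.226 for the ribosomal protein genes. After the correction the shift was 0.133 (limma's camera, adjusted p = 1.13e-05). Reads shared with processed pseudogenes were tested by comparing the 56 genes that have a pseudogene named after them with the 20 that have none so named. Their median log2 fold changes were 0.188 and 0.276 (two-sided permutation test, p = 0.415), so the rise was not larger where a named pseudogene exists. Pseudogenes under other names were not looked for, so shared reads are not excluded. Reads with more than 1 alignment made up 4.15%, 5.61% and 5.77% in WT mice 1, 2 and 3. In Ube3a m-/p+ mice 1, 2 and 3 they made up 4.06%, 3.71% and 3.76%, and the genes they came from are not known. Of the 4 splits of the 6 mice that part every same-numbered pair, 1 gave a camera p as small, the real one. The 6 other splits, which part only 1 pair, gave a camera p as low as 1.75e-09, against 2.03e-10 for the real one. Since 4 splits cannot give a share under 0.05, an effect of genotype may explain the rise, but it cannot be told apart from differences among the 6 libraries that happen to follow genotype.

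Marker genes of meninges and fibroblasts were also higher in Ube3a m-/p+ mice, by a median of 0.49 above the other genes (8 of 8 genes higher, 1 differentially expressed, limma's camera, two-sided, adjusted p = 0.0271 over 15 gene sets). The marker means were -0.14, -0.405 and -0.0742 in WT mice 1, 2 and 3 and 0.169, 0.614 and -0.164 in Ube3a m-/p+ mice 1, 2 and 3, so that 2 of 3 Ube3a m-/p+ mice exceeded every WT mouse. The median of the markers was between 0.27 and 0.69 across the settings and the fits that each left out 1 mouse. GC content and length do not account for all of it, since the camera p of limma was 0.000859 after the correction (shift 0.428, adjusted p = 0.0043, limma). Different amounts of meninges carried over at dissection remain a candidate explanation. The means of mice of the same genotype differed by up to 0.778, more than the 0.413 between the means of the genotypes. Of the 4 splits that part every same-numbered pair, 3 gave a camera p as small. The rise cannot be told apart from uneven dissection or from chance. *Ptgds*, a gene of Figure 1C, and *Col1a1*, an RA-targeted gene, are among these 8 markers.

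*Klk10* and *Igfbp6*, which the paper does not discuss, were among the 5 largest rises in Ube3a m-/p+ mice. The log2 fold change was 1.97 for *Klk10* (adjusted p = 0.0361, edgeR) and 1.49 for *Igfbp6* (adjusted p = 0.0241, edgeR), with every Ube3a m-/p+ mouse above every WT mouse. After the correction for GC content and length the log2 fold change was 1.78 for *Klk10* and 1.15 for *Igfbp6*. The larger adjusted p of the 2 genes was then 0.0174 (edgeR), and 0.0519 (edgeR) with the replicate block added. Such bias may therefore account for part of the rises, and the correction left the larger part of each. Across the alternatives, the leave-one-out fits included, the adjusted p (edgeR) ranged from 0.00101 to 0.251 for *Klk10* and from 6.88e-05 to 0.232 for *Igfbp6*, with 0.216 for both from the replicate block. Meninges carry-over was tested through the markers above. In their mean, 2 of the 3 Ube3a m-/p+ mice exceeded every WT mouse, whereas in the 2 genes all 3 did. The exception, Ube3a m-/p+ mouse 3, had a marker mean of -0.164, below that of WT mice 1 and 3, with 3.09 CPM of *Klk10* and 8.98 CPM of *Igfbp6*, against at most 1.08 and 4.00 CPM in WT mice. The mean hides differences among the markers, since *Col1a1* (15.4 CPM) and *Ptgds* (248 CPM) were above every WT mouse in Ube3a m-/p+ mouse 3. The highest WT values were 12.1 and 228 CPM, and the other markers are not given singly here. In all 3 mice, a contribution of carry-over therefore cannot be told apart from an effect of genotype. *Klk10* lies within 20 Mb of *Ube3a* on chromosome 7. Genes called were not over-represented there (Fisher's exact test, two-sided p = 0.445), but that does not test *Klk10* itself, for which strain sequence flanking the targeted gene remains open.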

How the results depend on the processing

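No test in this part was chosen after the result was seen. The settings and the alternatives were chosen before the data were examined.

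DESeq2 called 932 genes differentially expressed (489 higher and 443 lower in Ube3a m-/p+ mice), 29 RA-targeted genes (19 lower, 10 higher), 22 genes of Figure 1C in the paper's direction and 7 genes of the UBE3A network. With no filter beyond 1 count in total these were 1176 (614 and 562), 32 (21 lower, 11 higher), 23 and 7, and at an unadjusted p below 0.05 they were 2832 (1412 and 1420), 67 (32 lower, 35 higher), 27 and 15. With DESeq2's size factors inside edgeR, 11 RA-targeted genes were lower. Upper-quartile factors left 1 network gene, *Itga4*, chosen after its value was seen, and the filter of at least 10 counts in every sample gave 4 network genes. The cause was not tested.

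With the correction for GC content and length, 94 genes were differentially expressed (53 higher, 41 lower), 50 of them shared with the 290. RA-targeted genes numbered 3 (2 lower, 1 higher), Figure 1C genes 3 and network genes 0 (12 at an unadjusted p below 0.05). The log2 fold change of *Ube3a* was -0.20 (adjusted p = 0.241, edgeR). In the simulation this correction lowered false calls from 474 to 12, which shows that a GC gradient alone can produce calls. It also removes any effect of genotype that itself follows GC content.

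With the replicate block, 0 genes were differentially expressed in either direction (2422 at an unadjusted p below 0.05), with 0 RA-targeted genes in either direction (62), 0 Figure 1C genes (27) and 0 network genes (15) by the same measures. *Ube3a* had -0.57 (adjusted p = 0.216, edgeR). The deviations of same-numbered mice from their genotype means had correlations across genes of -0.285, -0.177 and -0.311, which does not dismiss the block. The mice numbered 1 lay nearest each other on the first principal component, between the other mice of the 2 genotypes, and centring on the genotypes turns such a shared position into opposite deviations. The paper names no pairing. The simulation, run with the same block, recovered 94% of the changed genes. With the block and the correction together, 17 genes were called (11 higher, 6 lower), 13 of them shared with the 290, with 1 RA-targeted gene, *Dpysl3*, lower and 0 higher, 1 Figure 1C gene and 0 network genes (9 at an unadjusted p below 0.05). *Ube3a* had -0.19 (adjusted p = 0.374, edgeR). Over the alternatives that used all mice, the adjusted p of *Ube3a* ranged from 0.00196 to 0.374 (edgeR or DESeq2).

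Across the 6 fits that each left out 1 mouse, the genes called ranged from 0 to 2582 (higher 0 to 1312, lower 0 to 1270), RA-targeted genes from 0 to 57 (lower 0 to 32, higher 0 to 25), Figure 1C genes from 0 to 26 and network genes from 0 to 15. The high values came without WT mouse 1 (2582) and without Ube3a m-/p+ mouse 1 (1816). Without WT mice 2 or 3 or Ube3a m-/p+ mouse 2 there were 0, with 2075, 2159 and 2128 at an unadjusted p below 0.05. Without Ube3a m-/p+ mouse 3 there were 2, *Col6a1* and *Igfbp6*, the former chosen after its value was seen. *Ube3a* ranged from -0.73 to -0.48 (adjusted p 0.000736 to 0.251, edgeR). All 290 genes were also called without WT mouse 1 and without Ube3a m-/p+ mouse 1, the pair that lay nearest each other on the first principal component.

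The odds ratio of RA-targeted genes among the genes called was above 1 under the scalings, filters, DESeq2, the correction and synonyms (1.11 to 1.61). It was 0.98 at an unadjusted p (Fisher's exact test, two-sided p = 0.946), and 0.90 to 0.95 in the leave-one-out fits where it could be computed. Being lower rather than higher reached p = 0.0481 (Fisher's exact test, two-sided) with no filter, with an odds ratio of 2.13, and the odds ratio was 0.91 at an unadjusted p. Over the alternatives its p ranged from 0.0481 to 0.712. These odds ratios could not be computed with the block, with the block and the correction, and in 4 of the leave-one-out fits, where too few RA-targeted genes were called. The shift of the whole RA-targeted set stayed between -0.0202 and -0.00297 under every alternative, with p of 0.674 to 0.907 (limma's camera).

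Among the genes named, some log2 fold changes turned their sign. The cause was not tested, but the turns with upper-quartile factors and with library size only went along with a shift of all genes. With the correction alone and then with the block added, they were 0.0286 and 0.0253 for *Arhgap5*, 0.148 and 0.151 for *Csnk2a1*, -0.110 and -0.108 for *Irf1*, 0.0300 and 0.0314 for *Nr3c1*, 0.0881 and 0.0881 for *Rbbp7*, and -0.12 and -0.13 for *Rarg*. *Csnk2a1* also had 0.000882 with DESeq2, 0.000259 with DESeq2's size factors, 0.0107 with upper-quartile factors and 0.0105 with no filter, and *Irf1* had -0.0115 with library size only. The median of all genes moved in the same direction, from 0.0025 to 0.0147 with upper-quartile factors and to -0.0152 with library size only. The leave-one-out values ranged from -0.0441 to 0.0312 for *Csnk2a1*, -0.123 to 0.174 for *Irf1*, -0.0387 to 0.280 for *Nr2f2* and -0.0959 to 0.0307 for *Rbbp7*. Over the settings that used all mice, 381 other values for named genes kept their direction and side of the threshold, 41 fell below it and 43 rose past it. In the leave-one-out fits these were 211, 63 and 44.

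Depth limits the low-count genes. *Ifng* (0 counts) and *Wt1* (11 counts) could not be tested, and *Rxrg* (93 counts), *Tert* (118) and *Klk10* (130) rest on few counts. With every library sampled down to the smallest, 279 genes were called.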

Differences from the paper's values

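No test in this part was chosen after the result was seen. The paper's number of differentially expressed genes is 886, with 463 up-regulated and 423 down-regulated, against 290, 147 and 143 here. Of the alternatives set before the data were examined, DESeq2 (932, 489 and 443) and no filter beyond 1 count in total (1176, 614 and 562) gave values within 1.5 times the paper's. The other scalings, the filter of at least 10 counts in every sample, the replicate block, the correction for GC content and length, both together, each leave-one-out fit, an unadjusted p and no fold threshold did not.

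The paper's number of differentially expressed RA-targeted genes is 28, against 10 here. The values with DESeq2 (29), no filter (32) and without Ube3a m-/p+ mouse 1 (42) were within 1.5 times the paper's, and the other alternatives were not. Figure 1C shows about 18 of these genes lower and about 10 higher, read by eye, against 7 and 3 here. For the lower genes, DESeq2 (19), no filter (21) and the fit without Ube3a m-/p+ mouse 1 (23) closed the gap. For the higher genes, DESeq2 (10) and no filter (11) did, and none of the other alternatives closed it.

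The ratio of *Ube3a* in Ube3a m-/p+ mice to WT mice is about 0.21 in Fig. 4A of the paper (RT-qPCR, read by eye), against 0.667 in the counts. None of the alternatives set before the data were examined closed the gap, with ratios from 0.603 to 0.874. The measures are unlike, so a change of processing need not close it. The RT-qPCR primers match 8 of the 18 annotated *Ube3a* transcripts, and the values were normalized to *Gapdh*. The counts are of reads on the gene as a whole. *Gapdh* had a ratio of 1.18 in the counts (adjusted p = 0.105, edgeR). How much of the gap these differences explain was not tested.

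Figure 1C presents 28 genes as differentially expressed, and 6 of them were called here. Of the others, *Aldh1a1*, *Erbb4*, *Npy1r*, *Arhgap5*, *Pank3*, *Kitl*, *Calb1*, *Akap11*, *Ccnh*, *Fyttd1*, *Col4a2*, *Chga*, *Ptma* and *Klf13* were among those called with DESeq2, and each of these but *Chga* also with no filter. *Itgav* and *Serf2* were called with no filter and at an unadjusted p. *Rb1*, *Junb* and *Ptgds* were called at an unadjusted p, and *Rb1* and *Junb* also in leave-one-out fits. DESeq2's size factors inside edgeR called 9 of the 28 genes, library size only 7 and the filter of at least 10 counts in every sample 9, and the fits without WT mouse 1 and without Ube3a m-/p+ mouse 1 called 26 and 24. *Igfbp2* was called under none of the settings (log2 fold change 0.70, adjusted p = 0.469, edgeR). The paper's text names *Erbb4*, *Calb1* and *Arhgap5* as lower, and their log2 fold changes were -0.51, -0.41 and -0.41 with adjusted p of 0.0838, 0.0632 and 0.0797 (edgeR).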

Other observations

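The test of a gradient shared by WT mouse 1 and its mirrored comparison were chosen only after the result was seen. Expression followed GC content and transcript length in 4 of the 6 libraries, in opposite directions by genotype. GC content and length explained 0.684%, 18.5% and 24.8% of the variance of the deviations in WT mice 1, 2 and 3 and 1.48%, 21.5% and 25.8% in Ube3a m-/p+ mice 1, 2 and 3. Across genes, the log2 fold change had a Spearman correlation of 0.62 with GC content and -0.28 with length, and the 2 properties explained 34.0% of its variance. Median GC content was 57.4% in genes called higher and 40.6% in genes called lower, against 49.9% in the tested genes. After the correction 94 genes were called in place of 290, and in the 286 of the 290 with both properties the median size of the log2 fold change went from 0.52 to 0.29, with 282 keeping their sign. GC and length bias between libraries may therefore account for many of the calls, and a genotype effect that itself follows GC content would be removed in the same way.

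The number of genes called was also compared with other splits of the mice. Of the 4 splits that part all 3 same-numbered pairs, 1 called as many genes, the real one. The split with WT mouse 1 and Ube3a m-/p+ mouse 1 exchanged called 71 genes and had 3636 genes at an unadjusted p below 0.05, against 3560 for the real split. The other 2 of the 4 called 27 and 0 (89 at an unadjusted p below 0.05). The 6 splits that part only 1 pair called 0 genes each, with 102 to 461 at an unadjusted p below 0.05. With 4 splits the share cannot fall under 0.05, so the calls cannot be told apart from differences among libraries that happen to follow genotype. A gradient shared by WT mouse 1 and the Ube3a m-/p+ mice was tested as well. Across the 14445 genes, the difference of WT mouse 1 from 1 other WT mouse correlated with the difference of the mean of the Ube3a m-/p+ mice from the remaining WT mouse (r = 0.341 and 0.277). The mirrored comparison for Ube3a m-/p+ mouse 1 gave 0.372 and 0.159. Genes are not independent replicates, and these values restate the place of the mice numbered 1 on the first principal component, from which they were chosen, so the share of such a gradient in the calls cannot be told.

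Library size did not account for the calls, since 279 genes were called with every library sampled down to the smallest. Strain sequence near the targeted gene was tested within 20 Mb of *Ube3a*. Of 202 genes tested there 2 were called, *Klk10* and *Synm* (the latter chosen after its value was seen), against 279 of 13970 elsewhere (odds ratio 0.491, Fisher's exact test, two-sided p = 0.445). After the correction for GC content and length these were 2 of 202 and 91 of 13970 (odds ratio 1.53, Fisher's exact test, two-sided p = 0.383). A concentration of calls there was not detected in either setting, on 2 calls in each.

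The RA-targeted results were weighed in the same way. Of the 4 splits, 1 called as many RA-targeted genes, the real one, and all 4 gave a camera p as small as the real one. After the correction for GC content and length 3 RA-targeted genes were called in place of 10. Among 10000 random sets of tested genes matched on GC content, length and mean expression, the median of the 347 RA-targeted genes (-0.0056) lay at percentile 27.25, inside the 95% range from -0.0247 to 0.0317. A shift of the median of the RA-targeted set beyond that of matched genes was therefore not seen. Rises and falls within the set cancel in a median, and changes regardless of direction were not compared with matched genes. The number of RA-targeted genes called may follow the GC gradient.

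The *Ube3a* level of Ube3a m-/p+ mice was 0.667 times that of WT mice. Reads from the opposite strand, counted because strands were not separated, were tested as an explanation. In 12 pairs in which the exons of 1 gene lie inside those of a gene on the opposite strand (GENCODE M21), the median read density of the nested gene was 1.37 times that of its partner, with quartiles of 0.51 and 2.47, and 1 pair was below 0.1. Counting without strands that sets ambiguous reads aside would leave nested genes near 0. All 12 nested genes had counts, and 0.297% to 0.383% of the reads listed were ambiguous. Where the authors' gene models match GENCODE M21, these values go against that form of counting only. They do not go against counting by strand of libraries prepared without strand information, where reads of the partner could fall on the nested gene. Opposite-strand reads on *Ube3a* therefore stay open. The authors' gene models and the nested genes' own levels are not known, so the origin of the remaining *Ube3a* reads cannot be told from this test. Expression from the paternal allele was not tested.

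Among the tested genes of Supplementary Table 4, the log2 fold change was -0.0011 (*Csnk2a1*), 0.01 (*Irf1*), 0.11 (*Max*), 0.17 (*Nr2f2*), -0.19 (*Nr3c1*), 0.23 (*Rara*), -0.02 (*Rbbp7*) and 0.92 (*Tert*, adjusted p = 0.170, edgeR). *Gapdh*, the reference gene of the RT-qPCR, had a log2 fold change of 0.23 (adjusted p = 0.105, edgeR), with 1327 CPM in WT mice and 1560 CPM in Ube3a m-/p+ mice, and every Ube3a m-/p+ mouse above every WT mouse. *Fos* had -0.59, *Egr1* 0.23 and *Junb* 0.44, with adjusted p of 0.0789, 0.167 and 0.146 (edgeR).

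Of 15 marker gene sets, that of the sex-linked genes also had an adjusted p below 0.05 (shift -0.32, adjusted p = 0.0378, limma's camera), with 3 of 3 Ube3a m-/p+ mice below every WT mouse. After the correction its shift was -0.03 (adjusted p 0.974, limma's camera). Choroid plexus markers differed between mice of the same genotype, with means of -0.189, -2.09 and 1.32 in WT mice 1, 2 and 3 and 1.46, 1.25 and -1.76 in Ube3a m-/p+ mice 1, 2 and 3 (adjusted p 0.564, limma's camera). With the correction, oligodendrocyte precursor markers had a shift of -0.25 (adjusted p 0.00117, limma's camera), and of -0.07 (adjusted p 0.153, limma's camera) without it, with 3 of 3 Ube3a m-/p+ mice below every WT mouse in the uncorrected means. The CA1 pyramidal cell and immediate early gene sets had shifts of -0.15 and -0.22 with the correction (adjusted p 0.0423 for both, limma's camera). Without it they were -0.06 and -0.09 (adjusted p 0.722 and 0.793, limma's camera). The inter-gene correlation was set to 0.01, so markers that vary together from mouse to mouse can make such p too small. For the meninges markers, 3 of the 4 splits that part every same-numbered pair gave a camera p as small, the real one included. Other splits were not tried for the sets named here, so their shifts cannot be told apart from differences among mice.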
